A study of Homo sapiens with 21 samples. Its data were reported in "Targeting SOX10-deficient cells to reduce the dormant-invasive phenotype state in melanoma" (2022).

How the data were processed

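Messenger RNA of 21 libraries from 7 groups of A375 melanoma lines was sequenced by the authors with paired-end 101 bp reads on a NovaSeq. The labels and the study's methods name different TruSeq library kits, and which of these was used is not known here. Per the labels, the authors used STAR 2.6.1a, RSEM, Picard and DESeq2 with the genome GRCh38. The deposited signal values were made by the authors from RSEM gene counts that had been divided by DESeq2-type size factors. That reading rests on the values, since each library had the same median ratio to the genes' geometric means, 1.0126. Between 23.7% and 64.2% of values under 10 steps fell within 0.05 of a whole multiple of a library's own step, so a factor per gene had apparently been divided out as well and whole reads could not be recovered. One file per library gave 58870 genes, of which 58472 identifiers matched GENCODE version 44, the source of symbols, gene types and positions. Depth was read from each library's step, the value of 1 read, which ran from 0.827 to 2.273.

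A count model was chosen before the data were examined, on the assumption that the values were counts, but edgeR was not used because the values are not counts. The test used was limma-trend on log2(value + 1), and the pseudocount of 1 and the filter were chosen after the unit was seen. Genes with a value of at least 10 in at least 3 libraries were kept, 19290 of the 32889 with any value above 0. One model with a mean for each group was fitted to all 21 libraries, with 14 residual and 4.70 prior degrees of freedom. It had no covariate, because same-numbered libraries did not deviate together in any 2 groups that were compared directly for called genes. Those of CRT34 Combo and CRT35 Combo did (r = 0.218, 0.253 and 0.207 for numbers 1 to 3), the only such pair of 15 pairs of groups with numbers in their labels, and a block for these was added for the difference of the drug effects. Moderated t-tests from limma were adjusted by the Benjamini-Hochberg method within each comparison, and genes were called at an adjusted p of 0.05 or lower and a fold change of at least 2, the study's thresholds. The thresholds, comparisons, gene lists, panel and naming rule were fixed before the data were examined, after the study had been read.

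Genes were named by that rule. SOX10 came first, then a panel of 24 genes. The study discusses their products, except for CCND1 and DUSP6, which were added from general knowledge. For each pair of comparisons, the 8 rising and 8 falling protein-coding genes with the largest smaller change of the pair were named. These had to be called in the same direction in both, with complete separation of the libraries and a mean of at least 10 counts per M (CPM) in the higher group. The comparison of the clones and the difference of the drug effects had 5 and 5 by the same rule, without separation for the latter. For each list described, 2 to 4 members with the lowest p in the list's direction were named, and members called the other way.

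The 23 lists were melanocytic differentiation, neural crest and glial lineage, EMT and invasion, extracellular matrix, TGF-beta pathway, hypoxia, glycolysis, NF-kappaB targets, IAP family and death receptor signaling, interferon-stimulated genes, cell cycle and E2F targets, MYC targets and ribosome biogenesis, p53 targets, MAPK pathway output, receptor tyrosine kinases, unfolded protein response, oxidative phosphorylation, cholesterol synthesis, housekeeping, and leukocyte, endothelial, keratinocyte and fibroblast markers. They were drawn from general knowledge and held 473 members, 472 of them in the data. Each was tested in 9 comparisons with camera of limma at a preset correlation of 0.01, and p-values were adjusted over the 207 tests together. The preset value understates the correlation of co-regulated genes, so each result is given also with a correlation estimated per list. A self-contained test, fry, was run as an alternative. Counts of called members were also taken with p adjusted over the list alone.

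Overlaps were compared with the number that independent lists would share. Correlations and covariances were compared with 20 simulations of unchanged groups set against the same parental libraries. Alternatives planned before the data were examined were no filter, only the compared groups' libraries, a block for the replicate number, and leaving out each library in turn, along with both other list tests. DESeq2 and edgeR with other size factors had been chosen as well but were not run, because they need counts. A pseudocount of 10, rescaling to equal totals, quantile normalization, removal of a GC trend by loess (span 0.3) and leaving out both CRT34 Combo replicate 3, which lay close to CRT34 DMSO, and CRT35 DMSO replicate 1, the library of lowest depth, were added after the data were seen. Medians per chromosome used 13221 genes with a mean of at least 100.

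Simulated libraries with known changes were passed through the same steps. Of 50 genes changed by 2, 4, 8 and 16 times in gSOX10 #2 against the parental line, limma recovered 30%, 82%, 96% and 96%. It recovered 28%, 78%, 92% and 98% for the drug effect in CRT34 and 14%, 58%, 80% and 86% for the difference of the drug effects. Among unchanged genes 7, 4 and 6 were called. Lists of 30 genes shifted by 1 on the log2 scale had camera p from 1.78e-39 to 2.18e-27, and unshifted lists from 0.63 to 0.968. Computation used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9.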

Results

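Messenger RNA was sequenced from A375, a human melanoma cell line with a mutant BRAF kinase, and from 4 lines derived from it. In gSOX10 #2 and gSOX10 #4, SOX10, a transcription factor of the neural crest and melanocyte lineage, had been knocked out by CRISPR/Cas9 with a different guide RNA in each. CRT34 and CRT35 had become tolerant to combined BRAF and MEK inhibition as tumors in mice and were then cultured with the BRAF inhibitor PLX4720 at 1 µM and the MEK inhibitor PD0325901 at 35 nM. Each CRT line was sequenced with both inhibitors (Combo) and with the solvent alone (DMSO), for a time the labels do not give. The 7 groups held 3 libraries each, 21 in all. Normalized values summed to between 59.2 M and 68.3 M per library. Steps between low values put the depth at about 27.5 M to 76.1 M reads, lowest in CRT35 DMSO replicate 1. The mean depth was 50.2 M ± 19.8 in that group and 70.1 M ± 5.96 in the parental line (SD, n = 3). Across genes, which are not independent replicates, libraries correlated at r = 0.959 to 0.988 within groups and at 0.882 to 0.979 between groups, and 0 pairs held identical values. The study describes the replicates of its A375 knockout clones as independent, and the labels do not say whether the libraries of a group came from separate cultures. The p-values therefore measure the spread between these samples, part of which may be technical. The labels give the gSOX10 #4 clone a number that the study uses for a clone of another melanoma line, and the titles of the gSOX10 #2 libraries are numbered unlike the rest. Groups here follow the cell line and condition of the labels. Levels below are normalized expression values as mean ± SD with n = 3. Changes are log2 fold changes on the log2(value + 1) scale, which understates the change of low genes. They are given with limma's standard error (SE) and the p adjusted over 19290 genes. A gene was called at an adjusted p of 0.05 or lower and a change of at least 2 times.

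SOX10 was examined first, in every library, as a check of the labels. The gene (ENSG00000100146.17) lies on the minus strand of chromosome 22 at 37970686 to 37987422 of GRCh38. The target of guide #2, GATGGTCAGAGTAGTCAAAC, matched the plus strand at 37973680 to 37973699 with the PAM TGG, and that of guide #4, GTCCAACTCAGCCACATCAA, at 37974002 to 37974021 with the PAM AGG. Both targets lie in the coding part of exon 4 of a transcript with 4 exons, and each had 1 match on chromosome 22. Parental cells expressed SOX10 at 10348, 11877 and 12822 in the 3 libraries. gSOX10 #2 kept 3.87% of the parental mean (392, 504 and 460 in its libraries) and gSOX10 #4 kept 4.17% (456, 488 and 517), with log2 changes of -4.69 and -4.58 (SE 0.47, limma adjusted p = 3.36e-07 and 4.67e-07). In the CRT lines SOX10 was listed at 0 in all 9 libraries of CRT34 Combo, CRT35 Combo and CRT35 DMSO. The libraries of CRT34 DMSO had 6.32, 0 and 0.974.

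**Figure D1:**
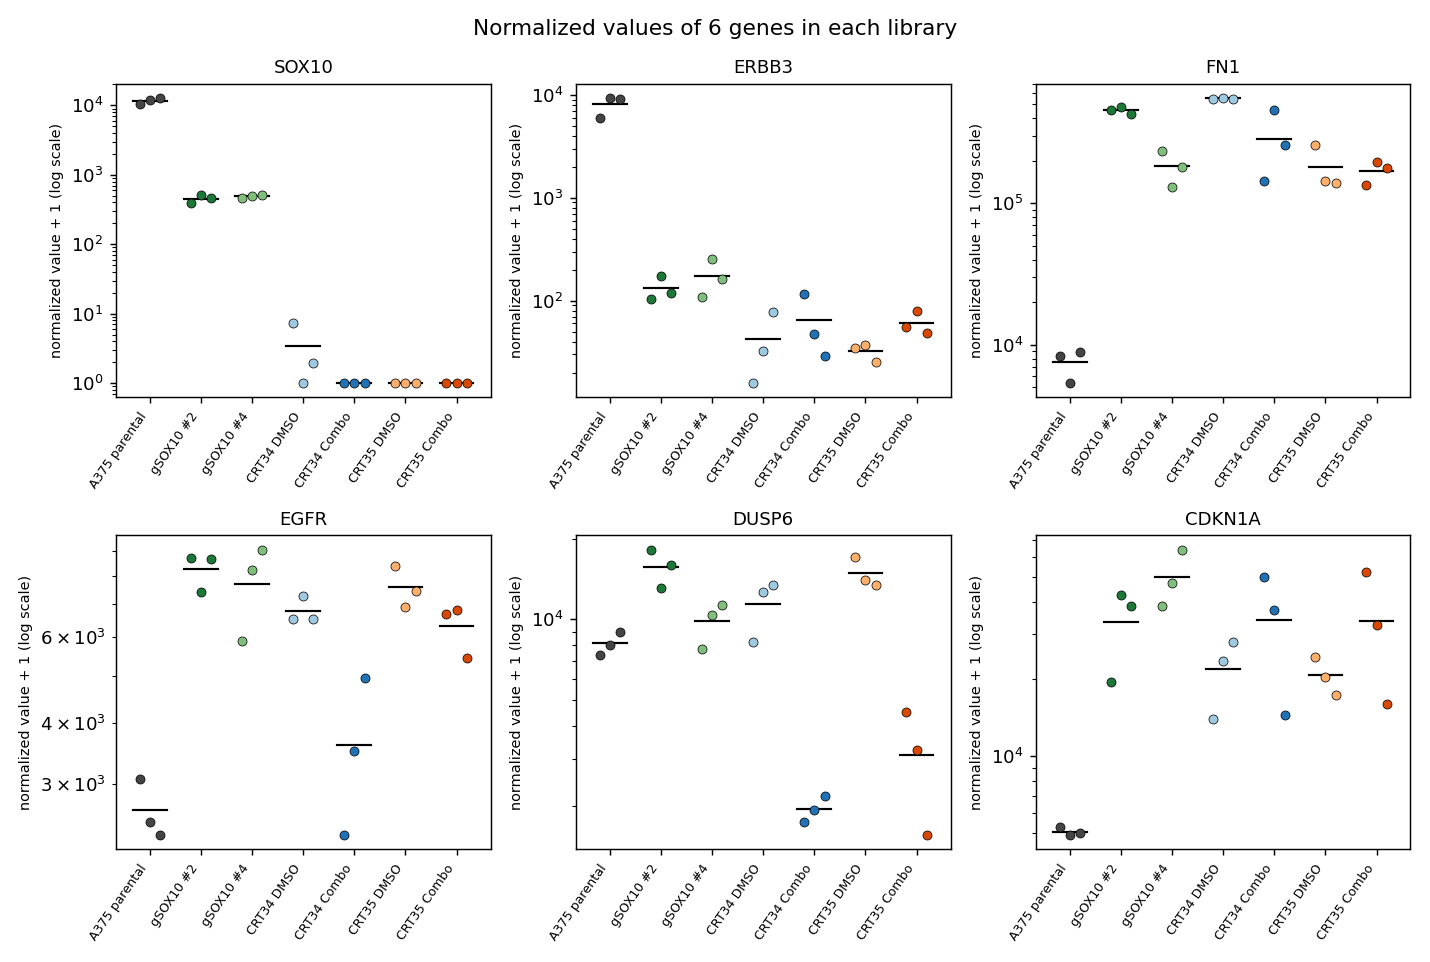
Normalized value + 1 on a log axis for SOX10, ERBB3, FN1, EGFR, DUSP6 and CDKN1A in each of the 21 libraries, 1 point per library and a line at each group's mean. SOX10 and ERBB3 were lower and FN1 and CDKN1A higher in every derived group than in the parental line, and DUSP6 was lowest in the groups given both inhibitors, at a mean of 1952 in CRT34 Combo and 3099.7 in CRT35 Combo.

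Each knockout clone was compared with the parental line. Without a control clone, effects of SOX10 loss, cloning and selection are not separated. In both clones markers of the neural crest and glial lineage fell, the only list call in these comparisons that held with an estimated correlation. At the preset correlation alone, lists of the cell cycle and of ribosome production also fell, and interferon-stimulated genes, p53 targets and TGF-beta pathway genes rose. ERBB3, a receptor of the neural crest lineage, fell from 8182 ± 1897 to 131 ± 36.5 in gSOX10 #2 and 174 ± 75.5 in gSOX10 #4, log2 changes of -5.96 and -5.61 (SE 0.51, limma adjusted p = 5.51e-08 and 1.12e-07). FN1, which codes for the matrix protein fibronectin, rose from 7504 ± 1871 to 456510 ± 28069 and 182290 ± 51533 (log2 changes of 5.96 and 4.60, SE 0.32, adjusted p = 1.81e-10 and 3.43e-09). SOX9, a related transcription factor of chondrocytes and neural crest derivatives, rose from 229 ± 27.1 to 4606 ± 151 and 3590.2 ± 935. EGFR, the epidermal growth factor receptor, rose from 2651 ± 369 to 8272 ± 741 and 7716 ± 1641 (limma adjusted p from 1.85e-10 to 1.23e-05 for these genes). CDKN1A, which codes for the cell cycle inhibitor p21, rose from 5069 ± 180.0 to 33609 ± 12323 and 50143 ± 12926 (adjusted p = 6.91e-05 and 8.54e-06). WNT5A, a ligand of non-canonical Wnt signaling, rose from 3057 ± 99.9 to 23487 ± 3964 and 7628 ± 3106 (adjusted p = 3.2e-05 and 0.0303). MYC had log2 changes of -1.282 and -1.22 (SE 0.41, limma adjusted p = 0.0175 and 0.0264). NGFR, the nerve growth factor receptor of neural crest stem cells, fell in gSOX10 #4 alone by the test, from 747 ± 19.9 to 108 ± 47.4 (log2 change -2.90, SE 0.40, limma adjusted p = 1.66e-05). It stood at 1101 ± 179 in gSOX10 #2 (adjusted p = 0.282). PDGFRB and MKI67, the gene of the proliferation marker Ki-67, passed in gSOX10 #2 only, at log2 changes of 1.14 and -1.06 (SE 0.37 and 0.41, adjusted p = 0.0184 and 0.0427). Apart from CCND1 and DUSP6, the panel came from the study and so is not independent evidence of direction. It also held MITF, AXL, ZEB1, CDH2, CCND1, CCND3, CDKN1B, RB1, COL4A1, DUSP6, BIRC2, BIRC3 and XIAP, none of which was called in either clone. BIRC3, which codes for cIAP2, had 999 ± 711 in the parental line, 520.5 ± 179 in gSOX10 #2 and 642 ± 250.4 in gSOX10 #4 (limma adjusted p = 0.517 and 0.75).

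Among protein-coding genes called the same way in both clones, with separated libraries and a mean CPM of at least 10, the largest increases were in FPR1, a formyl peptide receptor of phagocytes, ADAMTS5, an aggrecanase, ADGRF4, TRPC4, a cation channel, SPANXB1, CDH11, a cadherin of mesenchymal cells, PKIB and LGR6. FPR1 went from 0.817 ± 1.41 to 1625 ± 661 and 1526 ± 1227, with log2 changes of 9.97 and 9.69 (SE 0.83, limma adjusted p = 3.92e-08 and 5.03e-08). TRPC4 went from 65.0 ± 2.16 to 3556 ± 389.9 and 3626 ± 361, and CDH11 from 48.5 ± 47.5 to 1913 ± 486 and 1667 ± 402. The other 5 had log2 changes from 5.46 for LGR6 in gSOX10 #4 to 8.29 for ADAMTS5 in gSOX10 #4. SPANXB1 belongs to a family of near-identical genes, so its reads may come from its copies. The largest decreases were in MGAM2, TFAP2B, a neural crest transcription factor, SOX11, CDH19, a cadherin of Schwann cell precursors, GAS7, MUC5B, LPL, which codes for lipoprotein lipase, and OPRD1, an opioid receptor. TFAP2B had 675 ± 173 in the parental line and was listed at 0 in all 6 knockout libraries. SOX11, at 2365 ± 359 in the parental line, MGAM2 at 1679 ± 526 and MUC5B at 1330 ± 202 were listed at 0 in the 3 libraries of gSOX10 #4 and had 3.93 ± 2.17, 0.293 ± 0.508 and 5.65 ± 4.50 in gSOX10 #2. CDH19 fell from 2086 ± 209.8 to 9.98 ± 14.1 and 8.10 ± 8.55, GAS7 from 6259.5 ± 735 to 23.3 ± 14.6 and 27.6 ± 12.1. LPL fell from 814 ± 109.7 to 4.82 ± 3.78 and 7.93 ± 8.68, and OPRD1 from 1710.3 ± 109 to 16.4 ± 8.003 and 5.14 ± 1.03. For all 16 genes every knockout library lay on the same side of every parental library.

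Of 18 neural crest and glial genes measured, 12 were lower and 2 higher in gSOX10 #2 and 14 lower and 2 higher in gSOX10 #4 (camera adjusted p = 7.23e-05 and 1.11e-07, holding at adjusted p = 0.028 and 0.00886 with an estimated correlation). NES, which codes for nestin, fell from 29956 ± 2921 to 929.6 ± 329 in gSOX10 #2, and S100B, a glial calcium-binding protein, fell from 498 to 6.18 in gSOX10 #4. SNAI2, a transcription factor of epithelial-mesenchymal transition (EMT), and TFAP2A, a neural crest factor, went the other way, with log2 changes of 3.68 and 1.66 in gSOX10 #2 and 3.52 and 1.04 in gSOX10 #4. Of 36 cell cycle and E2F targets, 21 and 20 were lower and 0 higher (camera adjusted p = 3.82e-08 and 6.34e-08, but adjusted p = 0.552 with an estimated correlation in both). TYMS, thymidylate synthase, fell from 14618 to 3833 and 5349.7. MYC targets and ribosome biogenesis genes fell in both clones, 18 of 31 in gSOX10 #2 and 4 in gSOX10 #4 (camera adjusted p = 5.35e-11 and 0.00097, adjusted p = 0.389 and 0.662 with an estimated correlation), with NPM1, nucleophosmin, at log2 changes of -1.54 and -1.12 and C1QBP at -1.37 and -1.07. Interferon-stimulated genes rose, 17 of 32 in gSOX10 #2 and 13 in gSOX10 #4, where CMPK2 fell by 1.97 on the log2 scale (camera adjusted p = 7.31e-05 and 4.44e-06, adjusted p = 0.329 and 0.245 with an estimated correlation). OASL, an oligoadenylate synthetase-like protein, had log2 changes of 3.80 and 3.89, IRF9 of 2.36 in gSOX10 #2 and BST2 of 2.49 in gSOX10 #4. p53 targets rose with 8 of 19 higher in each clone (camera adjusted p = 0.000591 and 5.96e-05, adjusted p = 0.571 and 0.508 with an estimated correlation), among them CDKN1A and the death receptor gene FAS (log2 changes of 1.91 and 1.17). In the TGF-beta pathway 9 and 10 of 20 genes were higher, led by TGFBR2 (3.09 and 2.70) and LTBP1 (4.07 and 4.74), and BAMBI, a decoy receptor, was lower in gSOX10 #4 at -1.29 (camera adjusted p = 0.000195 and 0.0011, adjusted p = 0.294 and 0.376 with an estimated correlation).

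Extracellular matrix genes and EMT and invasion genes rose in gSOX10 #2, with 17 of 34 and 10 of 22 higher (camera adjusted p = 6.71e-05 and 0.0276, adjusted p = 0.376 and 0.32 with an estimated correlation). POSTN, periostin, went from 50.2 to 4963, LOXL2, a collagen cross-linking enzyme, from 5936 to 33556, and MMP14, a membrane-bound collagenase, from 2554 to 12200. TNC, tenascin C, and FBN2, fibrillin 2, fell (log2 changes of -1.37 and -1.51). In gSOX10 #4 the same lists had 11 higher and 6 lower and 8 higher and 3 lower and did not pass (camera adjusted p = 0.401 and 0.212). The matrix list's median was -0.04 where its mean was 0.25. Of 20 hypoxia genes 5 and 7 were higher (camera adjusted p = 0.0776 and 0.223). Of 20 glycolysis genes 2 and 1 were higher and 1 and 1 lower (camera adjusted p = 0.934 and 0.986, with medians of -0.04 and -0.05 and means of 0.06 and 0.02). The remaining lists did not pass either, at camera adjusted p from 0.0863 for leukocyte markers in gSOX10 #4 to 0.985 for cholesterol synthesis in gSOX10 #2. Adjusted over the list alone, counts of the lists described were the same except for p53 targets in gSOX10 #2 (9 higher), cell cycle genes in gSOX10 #4 (21 lower) and the matrix list in gSOX10 #4 (7 lower).

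In all, limma called 4565 genes in gSOX10 #2, 3064 higher and 1501 lower, and 3996 in gSOX10 #4, 2278 higher and 1718 lower, and 2565 genes were called the same way in both (1733 higher and 832 lower). Independent lists of these sizes would share 361.83 higher and 133.68 lower genes. The share of calls that were higher in gSOX10 #2 moved from 67.1% to 53.9% after quantile normalization (2288 higher and 1958 lower). Rescaling to equal totals put that comparison's median log2 change over all genes at 0.146. Without gSOX10 #2 replicate 2, PDGFRB, MKI67 and TNC were not called in that clone (adjusted p = 0.0903, 0.296 and 0.09, MKI67 at -0.53), and 2, 4 and 4 of the 6 libraries ended these calls when left out. MYC was lost there without parental replicate 3 (adjusted p = 0.0637), and in gSOX10 #4 without any 1 of 4 libraries (up to 0.0889 without parental replicate 3). DUSP6, at 0.95 in gSOX10 #2, was called without parental replicate 3 or gSOX10 #2 replicate 2 (1.023 and 1.07), and also after rescaling to equal totals and after quantile normalization (1.066 and 1.072). The call of MKI67 in gSOX10 #4 was gained without replicate 1 of that clone (-1.21, adjusted p = 0.0474). In gSOX10 #4, WNT5A was not called when any 1 of 4 libraries was left out (adjusted p up to 0.134 without replicate 3). Without replicate 3 the log2 changes of BAMBI, C1QBP and FAS were -0.99, -0.96 and 0.96. That of TFAP2A was 0.97 without replicate 1 and 0.98 without parental replicate 3, and C1QBP, NPM1 and TFAP2A were also under the fold threshold in gSOX10 #4 after quantile normalization (-0.91, -0.96 and 0.87).

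The clones were also compared with each other. At the preset correlation, the matrix list was lower in gSOX10 #4 than in gSOX10 #2 and the list of MYC targets higher, and neither call held with an estimated correlation. Of the matrix genes, 14 of 34 were lower and 1 higher (camera adjusted p = 3.45e-06, adjusted p = 0.294 with an estimated correlation). FBLN1, fibulin 1, had values of 450.3 in gSOX10 #2 and 11.2 in gSOX10 #4, COL5A2 23110 and 5762, and BGN, biglycan, 1329 and 111, while FBN2 went the other way with 13.4 and 34.2. MYC targets and ribosome biogenesis genes had 2 of 31 higher (camera adjusted p = 6.34e-08, adjusted p = 0.495 with an estimated correlation), NOP16 (log2 difference 1.43) and RRP12 (1.02). The genes named for this comparison had higher values in gSOX10 #4 of TMEM233 (2719 ± 289 against 27.7 ± 9.44), MAGEB2, a cancer-testis antigen (1276 ± 164 against 35.0 ± 9.29) and SERPINB2, a plasminogen activator inhibitor (1192 ± 607 against 111 ± 137). BASP1 (3104 ± 463 against 221 ± 14.8) and HBE1, embryonic globin (2174 ± 282 against 183 ± 47.3), were also higher, and the 5 genes had log2 differences from 3.59 to 6.62 (limma adjusted p from 2.39e-11 to 0.00413). Lower in gSOX10 #4 were PDE1B (2.74 ± 2.52 against 1304 ± 293) and PDE5A (143 ± 87.3 against 4742 ± 1962), both cyclic nucleotide phosphodiesterases, PCDHGB5, a clustered protocadherin (3.26 ± 3.95 against 761 ± 31.1), FREM2 (11.99 ± 8.94 against 743 ± 139) and PADI2, a peptidylarginine deiminase (51.7 ± 18.5 against 3622 ± 2429), with log2 differences from -5.15 to -8.77. In total limma called 1872 genes, 510 higher and 1362 lower, or 719 higher and 1043 lower after quantile normalization, which moved the share of higher calls from 27.2% to 40.8%. FBN2 was not called when any 1 of 5 of the 6 libraries was left out (adjusted p up to 0.225 without gSOX10 #4 replicate 1, at 0.67 in place of 1.14), and RRP12 was under the fold threshold without 2 of the 6 (0.87 without gSOX10 #4 replicate 1). MITF, which was not called (-0.82), passed without gSOX10 #4 replicate 2 (-1.15, adjusted p = 0.0158). HBE1 as annotated overlaps the neighboring gene OR51B5, and PCDHGB5 shares exons with its cluster, so their reads may not be assigned with certainty. Adjusted over the list alone, 15 matrix genes were lower and the MYC list was the same. The other 21 lists did not pass (camera adjusted p from 0.0696 for the neural crest list, with 5 of 18 lower, to 0.918).

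The CRT lines under both inhibitors were compared with the untreated parental line, which tests line and drug together, since parental cells were not sequenced with inhibitors here. Neural crest genes fell, and among the largest increases were fibrillar collagens that were near background in the parental line. MAPK pathway genes also fell by the list test, a call that did not hold with an estimated correlation in either line. COL3A1 and COL1A2, chains of fibrillar collagens, went from 2.35 ± 0.58 and 17.5 ± 6.64 in the parental line to 52350 ± 11941 and 45507 ± 10051 in CRT34 Combo and 78561 ± 30124 and 180000 ± 24556 in CRT35 Combo (log2 changes from 11.31 to 14.45, limma adjusted p from 2.03e-16 to 1.42e-10). THY1, a surface glycoprotein of fibroblasts, went from 6.02 ± 7.63 to 35112 ± 5565 and 52997 ± 3489.7, and VCAM1, an adhesion molecule for leukocytes, from 4.79 ± 5.71 to 5211 ± 5050.3 and 15483 ± 7667. CD36, a fatty acid transporter, rose from 2.64 ± 2.28 to 8461 ± 1424 and 4733 ± 1902, SSTR1, a somatostatin receptor, from 3.63 ± 1.495 to 5655 ± 3287 and 4698 ± 1664, and MYOCD, a coactivator of smooth muscle genes, from 2.69 ± 3.204 to 11205 ± 1627 and 2671 ± 295. ATP8B1 was listed at 0 in the parental libraries and had 2713 ± 1697 and 2994 ± 1171. The largest decreases were in SOX10, MUC5B, TFAP2B, MGAM2, CD96, the MHC class II genes HLA-DRA and HLA-DRB1, and MIA, a secreted protein of melanoma cells. MUC5B and TFAP2B were listed at 0 in all 6 Combo libraries, and MGAM2 had 0.933 ± 0.941 and 2.71 ± 2.65. HLA-DRA fell from 18634 ± 509 to 65.9 ± 20.98 and 17.8 ± 6.31, CD96 from 11758 ± 976 to 29.7 ± 6.55 and 33.3 ± 21.9. MIA fell from 3715 ± 151 to 21.02 ± 2.47 and 7.77 ± 1.99, and HLA-DRB1, which has near-identical paralogs, from 1789.9 ± 37.6 to 10.3 ± 5.88 and 3.27 ± 1.31.

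The 2 CRT lines differed in type IV collagen. COL4A1 (ENSG00000187498, chromosome 13, 110148963 to 110307157, minus strand) rose from 15190 ± 2186 in the parental line to 110840 ± 18349 in CRT34 Combo and fell to 18.1 ± 4.92 in CRT35 Combo, log2 changes of 2.86 and -9.66 (SE 0.22, limma adjusted p = 6.37e-09 and 2.03e-16). Within the panel, FN1 rose to 285070 ± 157220 and 168650 ± 30556, SOX9 to 1182 ± 290.4 and 759.9 ± 214, WNT5A to 13081 ± 11411 and 12956 ± 4866, and CDKN1A to 33965 ± 18084 and 33688 ± 18210. PDGFRB, a receptor of mesenchymal cells, rose from 555 ± 93.1 to 2117 ± 1519 and 5660.3 ± 1561, and MITF, the master regulator of melanocytes, from 1447 ± 56.1 to 7658 ± 3427 and 3382 ± 640.5 (limma adjusted p from 3.88e-10 to 0.00321 for these genes). ERBB3 fell to 63.2 ± 46.1 and 60.3 ± 16.5, NGFR to 23.5 ± 6.46 and 35.1 ± 7.35, and MYC to 468 ± 278 and 573 ± 86.0. DUSP6, a phosphatase induced by ERK, fell from 8122 ± 822 to 1952 ± 212 and 3099.7 ± 1470 (limma adjusted p from 2.36e-09 to 0.00672 for these genes). EGFR and BIRC3 were called in CRT35 Combo only, with log2 changes of 1.25 (SE 0.20, adjusted p = 5.09e-05) and 2.52 (SE 0.71, adjusted p = 0.00595), against 0.39 (adjusted p = 0.125) and 1.01 (adjusted p = 0.253) in CRT34 Combo. The difference between the lines was not tested for these genes. AXL, ZEB1, CDH2, CCND1, CCND3, CDKN1B, RB1, MKI67, BIRC2 and XIAP were not called in either.

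Of 34 extracellular matrix genes, 27 were higher and 0 lower in CRT34 Combo and 27 higher and 3 lower in CRT35 Combo (camera adjusted p = 1.72e-15 and 4.49e-11, adjusted p = 0.041 and 0.0813 with an estimated correlation). POSTN rose from 50.2 to 390940 and 30133, while COL4A1, COL4A2 and TNC fell in CRT35 Combo (log2 changes of -9.66, -5.87 and -1.24). Fibroblast markers, of which LUM and DCN are also on the matrix list, were tested to look for other cells in cultures derived from tumors. Of 8 markers, 5 and 7 were higher (camera adjusted p = 0.00457 and 0.00429, adjusted p = 0.0813 with an estimated correlation in both), with FAP at log2 changes of 5.46 and 5.61 and LUM, lumican, at 5.56 and 5.03. C7, near background in the parental line at 15.95, was lower in each (-2.51 and -3.05). Endothelial and leukocyte lists did not pass (camera adjusted p = 0.318 and 0.308, 0.359 and 0.399), but some of their members were higher in both lines. TEK went from 36.2 to 3323 and 5995 and EMCN from 1.84 to 673 and 107, while PECAM1 (2.89 and 3.09), CSF1R (2.67 and 2.97) and CD68 (2.64 and 3.30) were also called higher in both clones (PECAM1 at 3.14 and 3.27, CSF1R at 3.97 and 4.99, CD68 at 2.58 and 1.78). PTPRC and ITGAM rose from 0.284 and 2.42 to no more than 19.987, and KDR (-2.58 and -1.98) and LYZ (-5.51 and -5.39) were lower. Neural crest genes fell, with 12 and 13 of 18 lower and SNAI2 and TFAP2A higher (4.98 and 1.47, 5.75 and 1.41; camera adjusted p = 8.59e-06 and 3.35e-06, holding at adjusted p = 0.0162 with an estimated correlation in both). MAPK pathway genes fell, 12 and 9 of 20, led by SPRY2, a feedback inhibitor of the pathway (8624 to 981 and 626), and ETV4 (8049 to 797 and 831; camera adjusted p = 8.76e-06 and 0.000362, adjusted p = 0.245 and 0.376 with an estimated correlation). Interferon-stimulated genes rose, 19 and 20 of 32 (camera adjusted p = 5.68e-06 and 2.5e-07, adjusted p = 0.245 and 0.166 with an estimated correlation). BST2, tetherin, went from 103 to 4313 and 8133 and OAS2 from 365 to 2426 and 2959.6, while ISG20 (-1.76) was lower in CRT34 and CMPK2 (-1.503) in CRT35. Cell cycle genes fell, 25 and 17 of 36, among them PCNA, the clamp of DNA replication (-1.20 and -1.48; camera adjusted p = 5.12e-08 and 1.47e-05, adjusted p = 0.552 and 0.626 with an estimated correlation). MYC targets fell, 13 and 17 of 31 (camera adjusted p = 4.04e-08 and 1.35e-08, adjusted p = 0.495 with an estimated correlation in both). C1QBP had log2 changes of -1.04 and -1.29, NPM1 of -1.04 in CRT34 and GNL3, nucleostemin, of -1.68 in CRT35, while ODC1 was higher in CRT34 at 1.17. p53 targets rose, 9 of 19 in each, led by FAS (1.88 and 1.89) and GDF15 (4.25 and 4.17), with AEN lower in CRT35 at -1.09 (camera adjusted p = 0.00305 and 0.00926, adjusted p = 0.598 and 0.659 with an estimated correlation).

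Targets of NF-kappaB rose in CRT35 Combo, 14 of 20, with IL1B from 129 to 6496, IL6 from 38.6 to 2662 and the adhesion molecule ICAM1 from 4415 to 16692 (camera adjusted p = 0.0057, adjusted p = 0.686 with an estimated correlation). In CRT34 Combo 5 were higher and 1 lower (camera adjusted p = 0.657), and the list mean on the log2 scale was 9.15, 9.48 and 12.3 in replicates 1, 2 and 3. Without replicate 3 of that group and CRT35 DMSO replicate 1, the list's median there changed sign, to -0.53 from 0.55 (camera adjusted p = 0.144). EMT and invasion genes and TGF-beta pathway genes passed in CRT35 Combo, 10 of 22 and 10 of 20 higher (camera adjusted p = 0.00434 and 0.0193, adjusted p = 0.166 and 0.508 with an estimated correlation). SNAI1 (-1.35) and PMEPA1 (-4.64) were lower there, with MMP14 at 2.30, ACTA2, smooth muscle actin, at 3.94, TGFB2 at 4.81 and SMAD3 at 1.76. In CRT34 Combo the same lists had 8 and 7 higher and 2 and 2 lower (camera adjusted p = 0.397 and 0.0854). Oxidative phosphorylation genes passed as lower in CRT34 Combo with a median of -0.37 and 0 of 22 called lower (camera adjusted p = 0.0341, but 0.0696 after rescaling to equal totals and 0.519 after quantile normalization, and adjusted p = 0.662 with an estimated correlation). PPARGC1A, a coactivator of mitochondrial genes, went the other way at 1.56. All other lists had camera adjusted p from 0.0717 to 0.844. Adjusted over the list alone, counts were the same except for NF-kappaB targets in CRT35 Combo (15 higher) and receptor tyrosine kinases in CRT34 Combo (5 higher and 5 lower against 5 and 4).

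With both inhibitors, limma called 5239 genes in CRT34, 3679 higher and 1560 lower, and 5839 in CRT35, 3876 higher and 1963 lower, of which 3908 went the same way in both lines (2872 higher and 1036 lower). Independent lists would share 739.23 and 158.75. Quantile normalization moved the higher share from 70.2% to 51.8% in CRT34 (2639 higher and 2457 lower), from 66.4% to 50.8% in CRT35 (2913 and 2816) and from 73.5% to 54.5% in the overlap. It put the median change of all genes at -0.120 and -0.129, against 0.138 and 0.127 after rescaling to equal totals. BIRC3 in CRT35 Combo was not called without parental replicate 1 (adjusted p = 0.0531). TNC there was lost without any 1 of 4 of the 6 libraries (adjusted p up to 0.13 without CRT35 Combo replicate 1). CRT34 Combo lost PPARGC1A without any 1 of 4 (up to 0.078 without parental replicate 2), C7 without any 1 of 3 (up to 0.135 without CRT34 Combo replicate 3) and NPM1 without 2 (log2 change -0.91 without CRT34 Combo replicate 1). There C1QBP was at -0.93 after rescaling to equal totals, and MKI67 passed without CRT34 Combo replicate 3 (-1.23, adjusted p = 0.0312).

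The same lines without inhibitors were compared with the parental line. The line, its earlier culture in both inhibitors, their withdrawal and the solvent are not separated here. COL3A1 and COL1A2 stayed high and neural crest genes low, EGFR was called in both lines and DUSP6 in neither. NF-kappaB targets rose in both lines by the list test, a call that did not hold with an estimated correlation in either. COL3A1 reached 45587 ± 7184 in CRT34 DMSO and 34106 ± 8689.6 in CRT35 DMSO, COL1A2 74051 ± 2288 and 96829 ± 25332, THY1 31813 ± 7769.8 and 41638 ± 1851, and VCAM1 5796 ± 706 and 7757 ± 2818 (log2 changes from 10.60 to 13.74, limma adjusted p from 7.29e-16 to 1.51e-09). SERPINB2 rose from 9.77 ± 12.5 to 35017 ± 8512 and 27154 ± 14084. IL33, an alarmin cytokine, TMEM204 and BDKRB1, a bradykinin receptor, were listed at 0 in the parental libraries. IL33 had 16650 ± 2682 and 4007 ± 2047, TMEM204 868 ± 169.9 and 714 ± 167, and BDKRB1 644 ± 181 and 2040.1 ± 437. Among the largest decreases were again SOX10, CD96 (20.9 ± 8.69 and 23.5 ± 17.3), HLA-DRA (45.6 ± 13.4 and 12.1 ± 1.70) and HLA-DRB1 (1.58 ± 1.37 and 0.336 ± 0.581), along with DNAH9, an axonemal dynein, which fell from 663 ± 41.8 to 0.714 ± 0.624 in CRT35 and was listed at 0 in CRT34. MUC5B and TFAP2B were listed at 0 in all 6 DMSO libraries, and MGAM2 in those of CRT34, with 1.95 ± 3.38 in CRT35.

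COL4A1 again went apart, to 175770 ± 53871 in CRT34 DMSO and 15.1 ± 1.09 in CRT35 DMSO (log2 changes of 3.50 and -9.88, SE 0.22). FN1 rose to 551540 ± 3939.8 and 180400 ± 66066, EGFR to 6786 ± 435 and 7588 ± 753, and SOX9 to 1756 ± 33.7 and 2091 ± 464. PDGFRB rose to 3132 ± 541 and 5257 ± 1708, WNT5A to 31255 ± 8427 and 13897 ± 5854, and CDKN1A to 21824 ± 7136 and 20783 ± 3586. BIRC3 rose to 3919.8 ± 774 and 5461 ± 2492 (log2 changes of 2.34 and 2.74, SE 0.71, limma adjusted p = 0.0123 and 0.00421). ERBB3 fell to 41.1 ± 32.2 and 31.4 ± 6.16, NGFR to 7.92 ± 4.78 and 26.8 ± 11.3 and MYC to 501 ± 273 and 574 ± 85.4. AXL, a receptor tyrosine kinase, and MKI67 fell in CRT34 DMSO, with log2 changes of -1.26 (SE 0.30, adjusted p = 0.00272) and -1.11 (SE 0.41, adjusted p = 0.037), and were not called in CRT35 DMSO (-0.13 and -0.27). MITF, ZEB1, CDH2, CCND1, CCND3, CDKN1B, RB1, DUSP6, BIRC2 and XIAP were not called in either line.

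Of 20 NF-kappaB targets, 16 were higher in each line (camera adjusted p = 0.000287 and 0.00106, adjusted p = 0.598 and 0.656 with an estimated correlation). IL1B stood at 6755 and 11171, ICAM1 at 24143 and 15731, PTGS2, cyclooxygenase 2, at 49468 in CRT34, LIF at 8532 in CRT35, while TRAF1 was lower in CRT34 at a log2 change of -1.35. Extracellular matrix genes rose, 29 and 25 of 34 (camera adjusted p = 2.99e-21 and 3.87e-12, adjusted p = 0.0166 and 0.0719 with an estimated correlation). COL6A3, a chain of type VI collagen, had 260940 and 252050, while THBS1, thrombospondin, was lower in both lines (-1.22 and -1.94) and COL4A1 and COL4A2 in CRT35. Fibroblast markers rose, 4 and 5 of 8, with FAP at 2632 and 2319.5 and LUM at 8217 and 5455, and C7 lower in CRT34 (camera adjusted p = 0.00944 and 0.00149, adjusted p = 0.111 and 0.0545 with an estimated correlation). Of the endothelial and leukocyte lists, TEK (5.58 and 6.05), EMCN (7.05 and 3.78), PECAM1 (4.796 and 4.67), CSF1R (4.87 and 4.73) and CD68 (1.997 and 2.73) were higher here too. KDR (-3.29 and -1.97) and LYZ (-6.35 and -5.54) were lower in both lines, and VWF in CRT34 (-2.08). Neural crest genes fell, 12 and 14 of 18, with SNAI2 higher in both (5.32 and 5.44) and TFAP2A in CRT34 (1.26; camera adjusted p = 7.02e-06 and 1.27e-07, holding at adjusted p = 0.0162 and 0.00886 with an estimated correlation). EMT and invasion genes rose, 11 and 12 of 22 (camera adjusted p = 0.00206 and 0.000665, adjusted p = 0.127 and 0.0813 with an estimated correlation). Among them were ACTA2 at 5.76 in CRT34 and MMP14 at 17891 and 22183, with AXL lower in CRT34 and SNAI1 (-1.14) in CRT35. Interferon-stimulated genes, 12 and 19 of 32 higher, were led by BST2 (5.32 and 5.92) and OAS2 (2.40 and 2.81), with CMPK2 lower in CRT35 (-1.48; camera adjusted p = 0.00132 and 1.94e-06, adjusted p = 0.47 and 0.223 with an estimated correlation). TGF-beta pathway genes rose, 11 and 8 of 20 (camera adjusted p = 0.000195 and 0.0208, adjusted p = 0.294 and 0.508 with an estimated correlation). TGFB2 had a change of 5.38 in CRT34, LTBP1 of 4.94 in CRT35 and TGFBR2 of 2.42 and 2.24, with PMEPA1 lower in CRT35 (-4.06). Cell cycle genes fell, 17 and 11 of 36, with MCM6, a replicative helicase subunit, at -1.31 and -1.20 (camera adjusted p = 2.55e-07 and 0.000167, adjusted p = 0.572 and 0.67 with an estimated correlation). MYC targets fell, 7 and 8 of 31 (camera adjusted p = 6.41e-07 and 2.55e-07, adjusted p = 0.516 and 0.508 with an estimated correlation). C1QBP was at -1.02 and FBL at -1.08 in CRT34, GNL3 at -1.37 and NOP56 at -1.71 in CRT35, and ODC1 higher in both (1.55 and 1.23). p53 targets passed in CRT35 with 7 of 19 higher, among them GDF15 (4.26) and TNFRSF10B, a TRAIL receptor (1.08; camera adjusted p = 0.042, but 0.0518 after rescaling to equal totals, and adjusted p = 0.701 with an estimated correlation), and had 5 higher in CRT34 (camera adjusted p = 0.0581). MAPK pathway genes did not pass (camera adjusted p = 0.475 and 0.597, with medians of 0.09 and 0.01 against means of -0.21 and -0.20). Oxidative phosphorylation genes were lower by the list test in CRT34 with 0 of 22 called (camera adjusted p = 0.0106, but 0.129 after quantile normalization, and adjusted p = 0.598 with an estimated correlation). The remaining lists had camera adjusted p from 0.1 to 0.986.

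Without inhibitors limma called 4453 genes in CRT34, 3035 higher and 1418 lower, and 4572 in CRT35, 3032 higher and 1540 lower, with 3006 the same way in both (2146 higher and 860 lower, against 477.04 and 113.2 for independent lists). Quantile normalization moved the higher share from 68.2% to 53.4% (2291 higher and 1996 lower) and from 66.3% to 54.1% (2369 and 2012), with medians over all genes of -0.115 and -0.103. CRT34 DMSO lost BIRC3 without parental replicate 1 (log2 change 1.52 in place of 2.34, adjusted p = 0.0976), MKI67 without any 1 of 5 of the 6 libraries (up to 0.127 without parental replicate 1), and THBS1 and TRAF1 without any 1 of 4 (up to 0.296 without CRT34 DMSO replicate 2, where THBS1 was at -0.58 in place of -1.22, and 0.143 without parental replicate 3). It lost C1QBP without 2 (log2 change -0.99 without CRT34 DMSO replicate 3), and FBL without CRT34 DMSO replicate 3 (-0.98). LIF in CRT35 DMSO was under the fold threshold without CRT35 DMSO replicate 1 (0.86) and without parental replicate 1 (0.9987). Without CRT34 Combo replicate 3 and CRT35 DMSO replicate 1, TGF-beta pathway and p53 target genes did not pass in CRT35 DMSO (camera adjusted p = 0.12 and 0.0643). Adjusted over the list alone, counts differed only for matrix genes, with 30 higher in CRT34 and 4 lower in CRT35, among the lists described.

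**Figure D2:**
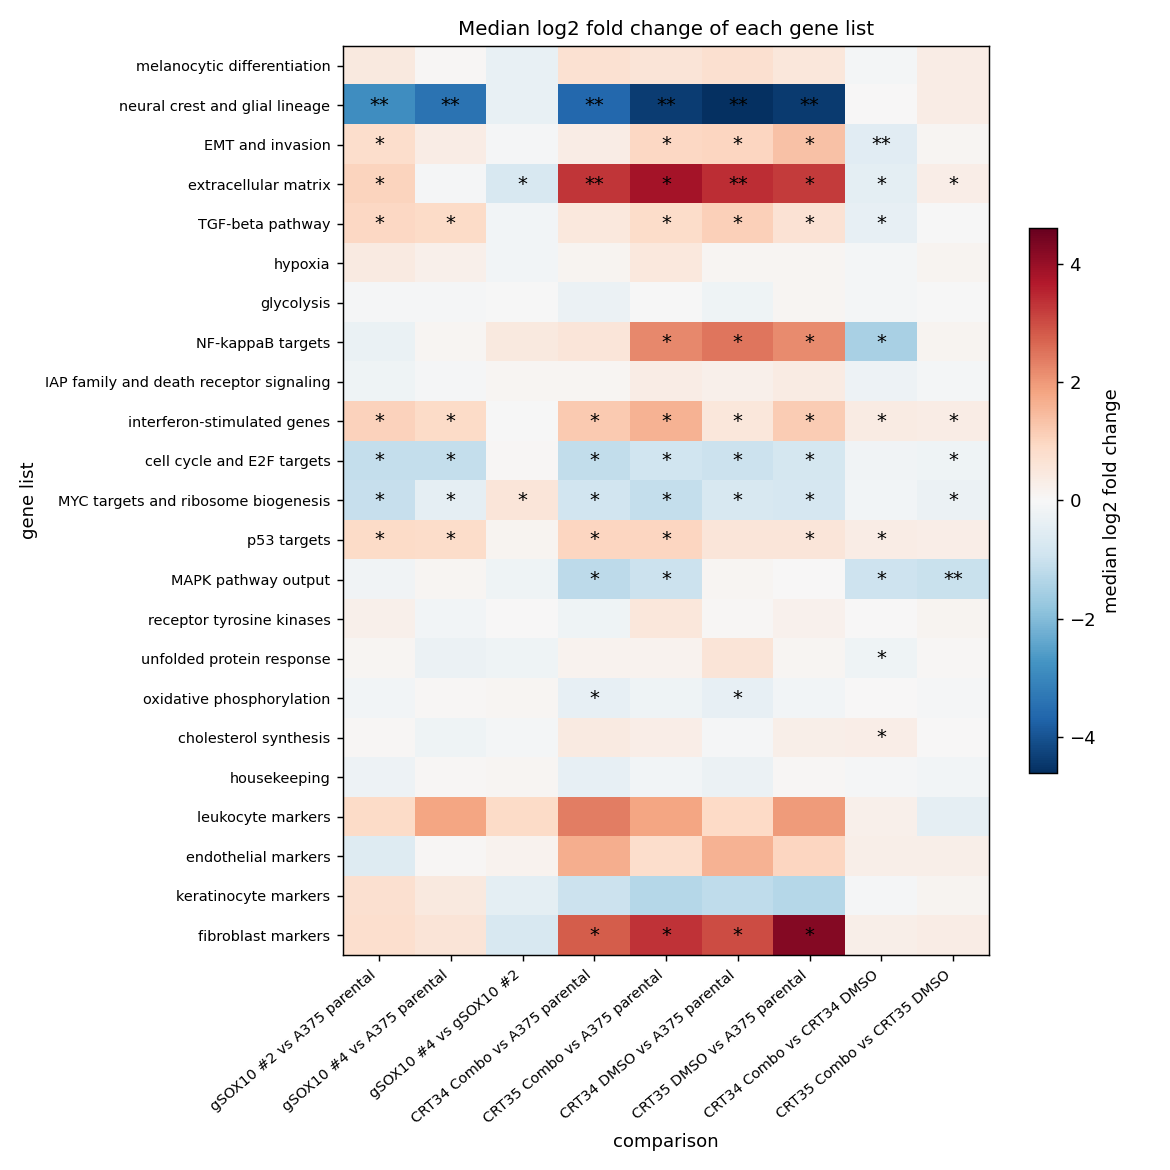
Median log2 fold change (color scale) of the 23 gene lists (vertical axis) in 9 comparisons (horizontal axis), with 1 asterisk for a camera adjusted p of 0.05 or lower at the preset correlation and a pair where the call also held with an estimated correlation. The neural crest list was lowest in all 6 comparisons with the parental line, with medians from -2.87 to -4.61, and the matrix list was highest in the CRT lines except in CRT35 DMSO, where the fibroblast list had a median of 4.24.

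How far the changes of the knockout clones were shared by the CRT lines was then examined. In both clones and both CRT lines with inhibitors, 1453 genes were called the same way, 1053 higher and 400 lower, against 13.866 and 1.1002 for independent lists, and 76 knockout genes were called the opposite way in both CRT lines. FN1, SOX9, CDKN1A, WNT5A, ADAMTS5, TRPC4 and CDH11 were higher in the clones and in both CRT lines with inhibitors, ADAMTS5 at 1047 ± 250.3 and TRPC4 at 7256 ± 675 in CRT34 Combo. PKIB, at 3636 ± 264 in gSOX10 #2, had 61.9 ± 10.6 in CRT34 Combo and 110.4 ± 9.02 in CRT35 Combo against 38.5 ± 11.6 in the parental line. Among the largest CRT changes, THY1 had 1.49 ± 1.42 and VCAM1 5.19 ± 3.99 in gSOX10 #2. Across genes, the mean log2 changes of the clones and of the CRT lines with inhibitors correlated at r = 0.576 with a covariance of 1.15. Unchanged groups simulated against the shared parental libraries gave r = 0.666 and a covariance of 0.0909, a difference in covariance of 1.06, and 77.1% of genes had the same sign against 73.2% in the simulations. The clones correlated with each other at r = 0.761 (covariance 1.39 against 0.0912 simulated) and the CRT lines at 0.860 (2.29 against 0.0903). Overlaps of calls in the simulations were 0, which follows from the thresholds when no gene changes and is no reference for the overlaps given here. The numbers for independent lists leave out the shared parental libraries, 3 being too few to give each comparison its own, so part of the excess of the overlaps may come from these. After quantile normalization, 674 higher and 502 lower genes were shared (57.3% higher, against 72.5%).

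The effect of the inhibitors was read from Combo against DMSO within each CRT line. MAPK pathway genes fell in both lines, a call that held with an estimated correlation in CRT35 alone. DUSP6 fell from 11419 ± 2791 to 1952 ± 212 in CRT34 and from 14865 ± 1922 to 3099.7 ± 1470 in CRT35, log2 changes of -2.52 and -2.38 (SE 0.27, limma adjusted p = 2.67e-05 and 0.000169). HAS2, a hyaluronan synthase (log2 changes of -4.40 and -3.59), and IL33 (-6.20 and -3.54) fell with it. So did STC1, stanniocalcin (17333 ± 8778 to 1861 ± 1326 and 17254 ± 2242 to 1804 ± 976), and TFPI2, a serine protease inhibitor (76076 ± 24794 to 3623 ± 1992 and 70526 ± 6688 to 11489 ± 7160.4). SLC14A1, a urea transporter (-2.76 and -2.98), ANXA10 (-2.84 and -2.67) and TMEM158 (-2.84 and -2.59) completed the decreases. The largest increases were in CPA4, a carboxypeptidase (4203 ± 2074 to 87436 ± 62533 and 11790 ± 2659.5 to 89430 ± 41248), and in OLR1, a receptor for oxidized lipoprotein (2.40 and 2.98). PKP2, a desmosomal plaque protein (2.51 and 1.62), KRT80, a keratin (1.95 and 1.61), AJUBA (1.88 and 1.56), CCN1 (1.51 and 2.24), MPP7 (1.61 and 1.48) and GADD45B (1.49 and 1.40) followed, at limma adjusted p up to 0.0296 in CRT34 and 0.0406 in CRT35. In CRT34 MITF rose from 2173 ± 528 to 7658 ± 3427 (log2 change 1.72, SE 0.31, adjusted p = 0.0022) and NGFR by 1.54 (adjusted p = 0.0223), and FN1 (-1.11, adjusted p = 0.039) and WNT5A (-1.56, adjusted p = 0.0328) fell. In CRT35 SOX9 fell from 2091 ± 464 to 759.9 ± 214 (-1.48, SE 0.23, adjusted p = 0.00242) and MITF had a change of 1.10 (adjusted p = 0.0904). EGFR in CRT34 had a change of -0.97 (adjusted p = 0.00636), under the fold threshold, and CDKN1A, CCND1, MYC, MKI67 and BIRC3 were not called in either line.

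MAPK pathway genes fell in both lines, 8 and 9 of 20 called lower and 0 higher, with SPRY4 at -1.94 and EGR1 at -4.39 in CRT34 and SPRY2 at -1.73 and SPRED1 at -1.10 in CRT35 (camera adjusted p = 4.49e-11 and 2.52e-12, adjusted p = 0.0545 and 0.0417 with an estimated correlation). In CRT34, 5 of 22 EMT and invasion genes were lower, with MMP14 at -1.64 and PLAUR, the urokinase receptor, at -1.93 (camera adjusted p = 2.75e-05, holding at adjusted p = 0.041 with an estimated correlation). There 10 of 34 matrix genes were lower, with COL6A2 at -2.82 and COL6A1 at -2.23 and FBLN5 the other way at 1.38 (camera adjusted p = 0.00809, but 0.0595 after quantile normalization, and adjusted p = 0.552 with an estimated correlation). So were 3 of 20 TGF-beta pathway genes, with INHBA at -2.57 and LTBP2 at -1.32 and CCN2 the other way at 2.02 (camera adjusted p = 0.00149, adjusted p = 0.376 with an estimated correlation). NF-kappaB targets fell in CRT34, 9 of 20, among them IL1B from 6755 to 390.2 and LIF from 7229.8 to 2478 (camera adjusted p = 3.82e-08, adjusted p = 0.493 with an estimated correlation). CRT34 Combo replicate 3 had a list mean of 12.3, within 12.1 to 12.5 in the DMSO libraries. Without that library and CRT35 DMSO replicate 1, 16 of these genes were lower (camera adjusted p = 1.8e-20). Interferon-stimulated genes were higher by the list test in both lines, with IFIT1 (2.07) and IFIT2 (1.97) higher and ISG20 (-1.45) lower among 3 higher and 1 lower in CRT34 and 0 called in CRT35 (camera adjusted p = 0.000241 and 0.00369, adjusted p = 0.376 and 0.495 with an estimated correlation). In CRT35, where POSTN (1.26) was the only matrix gene called, the matrix list was higher (camera adjusted p = 0.0143, adjusted p = 0.572 with an estimated correlation). Cell cycle and MYC target genes were lower there with 0 called (camera adjusted p = 0.0307 and 0.00016, adjusted p = 0.805 and 0.598 with an estimated correlation, and 0.178 for cell cycle genes after quantile normalization). p53 targets in CRT34 were higher with 0 called (camera adjusted p = 0.042, but 0.0558 after rescaling to equal totals, and adjusted p = 0.701 with an estimated correlation). Cholesterol synthesis genes were higher in CRT34 with 0 of 20 called (camera adjusted p = 0.00121, adjusted p = 0.495 with an estimated correlation). Genes of the unfolded protein response were lower in CRT34, with the stress sensor ERN1 at -1.12 (camera adjusted p = 0.0276, but 0.177 after quantile normalization, and adjusted p = 0.495 with an estimated correlation). The other lists had camera adjusted p from 0.0754 to 0.977 in CRT34 and from 0.126 to 0.977 in CRT35. Adjusted over the list alone, counts of the lists described rose to 9 and 10 lower for MAPK genes, 11 lower for NF-kappaB targets, 11 lower matrix genes, 4 lower TGF-beta genes and 1 higher gene of the unfolded protein response in CRT34, and 4 higher matrix genes in CRT35.

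**Figure D3:**
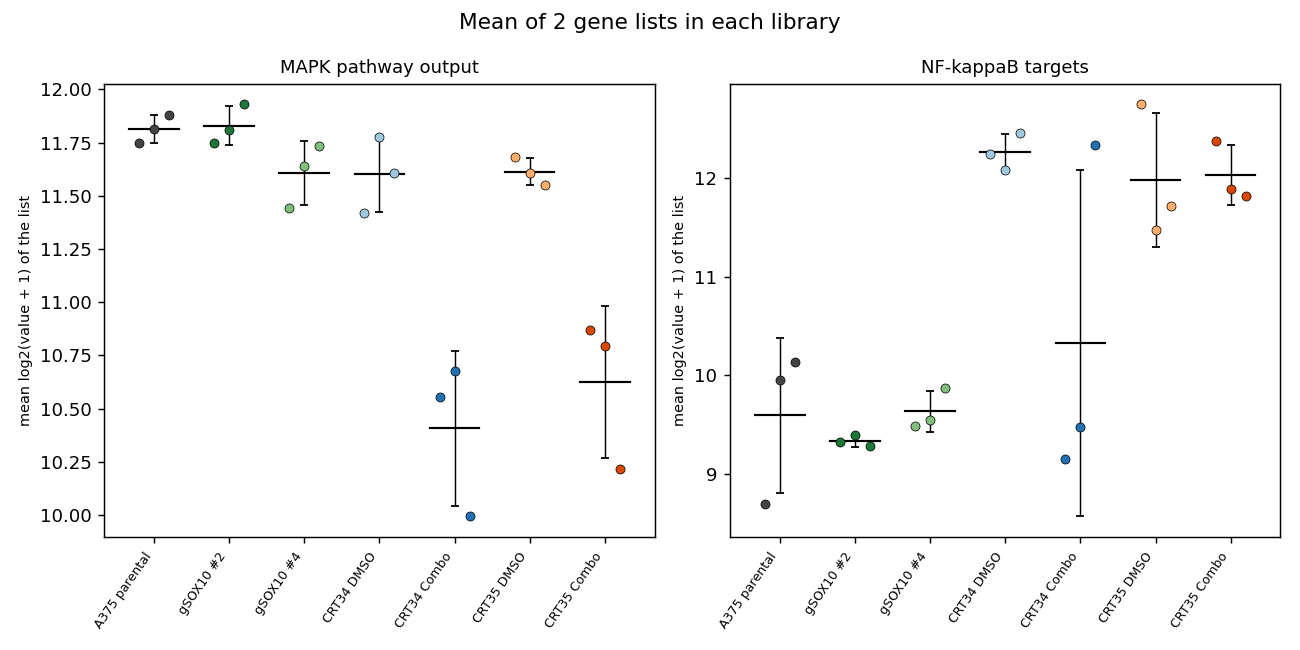
Mean log2(value + 1) of 20 MAPK pathway genes and of 20 NF-kappaB targets in each library, 1 point per library, with bars for the mean ± SD of each group (n = 3). MAPK means lay between 9.99 and 10.7 in CRT34 Combo against 11.4 to 11.8 in CRT34 DMSO, while 1 CRT34 Combo library had an NF-kappaB mean of 12.3 and the others 9.15 and 9.48.

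Between Combo and DMSO, limma called 983 genes in CRT34, 547 higher and 436 lower, and 219 in CRT35, 94 higher and 125 lower. Both lines shared 133 genes, 35 higher and 98 lower, against 2.6655 and 2.8253 for independent lists. Of 1069 genes called in either line, 88.6% changed with the same sign in both, and across genes the changes correlated at r = 0.482 (covariance 0.240, against -0.003 and -0.000567 in simulations without shared libraries). The count in CRT34 ranged from 541 without Combo replicate 2 to 1549 without Combo replicate 3. In CRT35 it ranged from 97 without Combo replicate 1 to 206 without DMSO replicate 1. Fits to only the compared groups gave 36 and 76. Without Combo replicate 3, EGFR, PDGFRB, AXL and BIRC3 were called in CRT34 (-1.23, -1.36, 1.07 and -2.41, limma adjusted p up to 0.023), and AXL also without DMSO replicate 1 (1.13). Several calls rested on single libraries. In CRT34, FN1 was not called when any 1 of 5 of the 6 libraries was left out, WNT5A, NGFR, OLR1 and CCN2 when any 1 of 4 was, ERN1 likewise, GADD45B for 3 and MPP7 for 1. The adjusted p reached 0.197, 0.159 and 0.151 without Combo replicate 1 for FN1 (-0.69 in place of -1.11), WNT5A and ERN1. It reached 0.0969 without DMSO replicate 2 for NGFR and 0.0994 without Combo replicate 3 for OLR1. It reached 0.134 and 0.0564 without Combo replicate 2 for CCN2 and GADD45B and 0.0502 without Combo replicate 1 for MPP7. In CRT35, PKP2 and GADD45B were lost with any of the 6 libraries, OLR1, MPP7, HAS2 and POSTN with any 1 of 5, CPA4 with 4, ANXA10 with 3, KRT80 with 2 and IL33 and SPRED1 with 1. The highest adjusted p came without Combo replicate 1 for PKP2 (0.146), MPP7 (0.256), POSTN (0.283), CPA4 (0.133) and KRT80 (0.0587). It came without Combo replicate 3 for HAS2 (0.0927) and IL33 (0.0533). It came without DMSO replicate 2 for OLR1 (0.146) and ANXA10 (0.138), and without DMSO replicate 3 for GADD45B (0.137). SPRED1 fell under the fold threshold without Combo replicate 3 (-0.88).

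Whether the inhibitors acted differently in the 2 lines was tested as the difference of their effects. Only 2 genes were called by limma, both with a more positive effect in CRT34, and 1343 had an unadjusted p under 0.05. With the Combo libraries of both lines blocked by number, 12 genes were called, the same 2 among them. OR51B5, an olfactory receptor gene of the beta-globin locus (ENSG00000167355.8, chromosome 11, 5303444 to 5505652, minus strand), rose from 372 ± 105 to 1234 ± 368 in CRT34 and had 315 ± 34.2 without and 197 ± 9.09 with inhibitors in CRT35, a log2 difference of 2.39 (SE 0.32, limma adjusted p = 0.00523). TGFB2-OT1, a long noncoding RNA named after its values were seen, had a mean of 191 in CRT34 Combo and was listed at 0 in the other CRT libraries (limma adjusted p = 2.30e-05). The differences of DUSP6 (-0.14, adjusted p = 0.988), EGFR (-0.71, adjusted p = 0.614), SOX9 (0.87, adjusted p = 0.568), MITF (0.62, adjusted p = 0.871), FN1 (-1.05, adjusted p = 0.631) and WNT5A (-1.47, adjusted p = 0.621) did not pass. The count depended on CRT34 Combo replicate 3, without which 223 genes were called and WNT5A passed at -2.14 (adjusted p = 0.0288). The gene lists were not tested for this difference.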

Values the study reported

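The study counted genes as changed at an adjusted p of 0.05 or lower with a fold change of 2 or more. In parental A375 cells, it found less SOX10 in the cells that survived 14 days of combined BRAF and MEK inhibition.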

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

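The weighing of explanations and the counts over other splits of the libraries were chosen after the results were seen, and TGFB2-OT1 was named after its values were seen.

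The inhibitors' effects differed between CRT34 and CRT35 for 2 genes by limma's test of the difference. OR51B5 had a log2 difference of 2.39. TGFB2-OT1 had a fitted difference of 7.45, which depends on the pseudocount and is no bound, because this gene was listed at 0 in the CRT libraries outside CRT34 Combo. Of 100 splits of the libraries, 16 gave at least 2 genes, and the highest of the others gave 1011. That is far above the real count and points to a structure of the libraries, because the splits exchange libraries between the lines and so carry the difference between the lines. They are therefore no measure of chance for this count.

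The clones differed from each other in 1872 genes by limma's direct test. Among genes named elsewhere for other comparisons, gSOX10 #4 was lower in FN1 (log2 difference -1.36), WNT5A (-1.68), NGFR (-3.45), SOX11 (-2.20), MUC5B (-2.53), COL3A1 (-1.63), COL1A2 (-4.60), ATP8B1 (-1.54), CD36 (-4.05), SSTR1 (-1.86), HLA-DRA (-4.69), HLA-DRB1 (-5.76) and MIA (-1.19). It was higher in SERPINB2 (4.05), BDKRB1 (3.07), PKP2 (1.11), KRT80 (1.80), AJUBA (1.04), CCN1 (1.55) and OR51B5 (2.75), which overlaps HBE1. SOX11, MUC5B and HLA-DRB1 were listed at 0 in gSOX10 #4, so their fitted differences depend on the pseudocount. Named for this comparison itself were TMEM233 (6.62), MAGEB2 (5.18), BASP1 (3.80) and HBE1 (3.59), which were higher, and PDE1B (-8.77), PCDHGB5 (-7.99), FREM2 (-6.22), PADI2 (-5.78) and PDE5A (-5.15), which were lower. The matrix list had a median difference of -0.74 and the MYC target list of 0.57. Guide RNA and single-cell clone go together in this design, so their effects cannot be separated.

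COL4A1 moved in opposite directions in the CRT lines, by 2.86 in CRT34 Combo and -9.66 in CRT35 Combo, and by 3.50 and -9.88 in the DMSO groups. Every library of the line lay on its side of every parental library. TMEM233 moved apart likewise, by 1.18 in CRT34 Combo and -2.93 in CRT35 Combo, at low means of 21.4 and 0.304 against 8.59 in the parental line. For both genes the difference between the lines was not tested.

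Splits of 3 against 3 libraries number 10, too few for a share under 0.05. In each of 9 comparisons 1 split, the real one, gave as many called genes. The real count and the highest other were 4565 and 1 for gSOX10 #2, 3996 and 1 for gSOX10 #4, 1872 and 1 between the clones, 5239 and 1 for CRT34 Combo, 5839 and 0 for CRT35 Combo, 4453 and 0 for CRT34 DMSO, and 4572 and 0 for CRT35 DMSO, these last 4 against the parental line. They were 983 and 439 for the inhibitors in CRT34 and 219 and 1 in CRT35. The split with 439 genes put Combo replicates 1 and 2 with DMSO replicate 1.

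In CRT34 Combo replicate 3, NF-kappaB targets had a mean log2 value of 12.3. The other Combo libraries had 9.15 and 9.48 and CRT34 DMSO 12.1 to 12.5. Against a DMSO library under a wrong label, the MAPK pathway list had a mean of 9.99 there. The other Combo libraries had 10.6 and 10.7 and DMSO 11.4 to 11.8. Yet over all genes the library correlated at 0.963, 0.972 and 0.972 with DMSO and at 0.959 and 0.969 with the other Combo libraries. For DMSO RNA mixed in, the median of 9 MAPK genes would allow 3.47% and that of 17 NF-kappaB targets need 94.6%. Members used had a mean of at least 100 and differed at least 2-fold between DMSO and the other Combo libraries, the assumed base. Replicate 3 lay below that base in MAPK genes, so this cannot bound a mixture. Library quality stays open. The NF-kappaB mean and the share of low values at whole reads correlated within groups at r = -0.414 (permutation p = 0.27, adjusted p = 0.4). Without the 2 farthest libraries, but with group means of all 21, r was -0.123. A difference in culture may also have raised these genes and was not tested. In CRT35 Combo, replicate 3 was lowest in both lists.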

How the results depend on the processing

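Rescaling to equal totals, quantile normalization, a pseudocount of 10 and leaving out CRT34 Combo replicate 3 with CRT35 DMSO replicate 1, and a block for the Combo libraries alone, were chosen after the data were seen. CRT34 DMSO replicate 1, which had r = 0.968 and 0.973 with its own group, was left out only singly. The planned DESeq2 test and RLE factors of edgeR were not run.

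Counts of called genes in the 7 comparisons that do not involve the drug effect, and the 3 overlaps, stayed within 1.5 times the reported count under each alternative run. When 1 library was left out they ranged from 3909 to 4689 for gSOX10 #2, 3512 to 3895 for gSOX10 #4, 1565 to 1865 between the clones, 4705 to 5389 for CRT34 Combo, 4968 to 6011 for CRT35 Combo, 3938 to 4806 for CRT34 DMSO and 4059 to 4511 for CRT35 DMSO. The overlaps of the clones, of the CRT lines and of all 4 ranged from 2199 to 2405, 3488 to 3761 and 1242 to 1392 without a parental library.

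The drug effects depended more on the processing. For the difference of the drug effects, 2 genes in the report, limma called 4 without a filter, 12 with a pseudocount of 10, 4 after rescaling to equal totals, 4 after quantile normalization, 281 with both libraries left out, 12 with a replicate block of the Combo libraries alone and 1 with only the compared groups' libraries. Leaving out 1 library gave 2 to 223, the latter without CRT34 Combo replicate 3. The drug effect in CRT34, 983 genes, went to 1543 with both libraries left out, to 36 with only the compared groups, and to between 541 and 1549 with 1 library left out. In CRT35, 219 genes became 347, 76, and between 97 and 206. Fits to only the compared groups have fewer residual degrees of freedom, which lowers their power, and for the other changes the cause was not tested.

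The correlation of the drug effects, 0.482 (jackknife SE 0.0927), was 0.37668 without a filter, which adds low genes, and 0.60334 over genes with a mean CPM of at least 10. It ranged from 0.403 to 0.498 with 1 library left out. That of the clones with the CRT lines, 0.576 (SE 0.0205), was 0.59891 with a pseudocount of 10 and 0.54442 after quantile normalization. It was 0.61578 over genes of that CPM, with a range of 0.567 to 0.590. The causes were not tested.

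Of 207 list tests 70 passed with camera at the preset correlation, 10 with an estimated correlation and 121 with fry. The estimate allows for co-regulation and fry tests another null hypothesis. One result reversed, keratinocyte markers in gSOX10 #4, which were significant in the other direction with fry (adjusted p = 0.00702), and the cause was not tested. Lists that passed only after quantile normalization were hypoxia in gSOX10 #2 (camera adjusted p = 0.0151), TGF-beta in CRT34 Combo (0.0176), p53 targets in CRT34 DMSO (0.0172) and in CRT35 for the drug effect (0.0217), the IAP family in CRT35 DMSO (0.0462), and cholesterol synthesis in CRT34 Combo (0.00959), CRT35 Combo (0.0175) and CRT35 DMSO (0.0288). With both libraries left out, neural crest genes between the clones (0.0417) and the IAP family for the drug effect in CRT34 (0.018) passed.

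Of the calls of named genes and members, 14 were lost and 1 was gained after quantile normalization, 7 and 1 after rescaling to equal totals, 3 and 0 with a pseudocount of 10, and 4 and 8 with both libraries left out. Besides those in the report, quantile normalization ended AEN in CRT35 Combo (-0.987) and, for the drug effect in CRT34, FN1 (-0.795, adjusted p = 0.098) and NGFR (adjusted p = 0.0552). It also ended PPARGC1A in CRT34 Combo (adjusted p = 0.119) and, in gSOX10 #2, PDGFRB and MKI67 (0.0538 and 0.0692). C1QBP and NPM1 in CRT34 Combo (-0.859 and -0.887) and C1QBP, FBL and WDR74 in CRT34 DMSO (-0.940, -0.984 and -0.963) fell under the fold threshold. Rescaling to equal totals ended C1QBP in gSOX10 #4 (-0.96714), NPM1 in CRT34 Combo (-0.93452), WDR74 and TRAF1 in CRT34 DMSO (-0.97999 and, for TRAF1, adjusted p = 0.0505), MKI67 in gSOX10 #2 (0.062) and ERN1 in CRT34 (0.0569). A pseudocount of 10 ended FBN2 between the clones (0.0932), NGFR in CRT34 (0.0746) and WDR74 in CRT34 DMSO (-0.99729). With both libraries left out, FBN2 between the clones (0.0523), LIF in CRT35 DMSO (0.85844) and OLR1 and OAS1 for the drug effect in CRT34 (0.0641 and 0.0539) were lost, MITF in CRT35 passed at 1.1063 (0.0396) and the difference of the drug effects passed for PDGFRB (-1.7288, adjusted p = 0.0407).

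With a replicate block, in a fit of the 18 libraries other than gSOX10 #2, limma called 3914 genes in gSOX10 #4, 5172 and 5781 in the Combo groups, 4387 and 4513 in the DMSO groups, 900 and 175 for the drug effects and 2 for their difference. Of the named calls 1 was gained with this block, MKI67 in gSOX10 #4 (-1.0051, adjusted p = 0.0342), and 8 were lost. These were WNT5A in gSOX10 #4 (adjusted p = 0.0504), THBS1 in CRT34 DMSO (0.0654), FN1, WNT5A, NGFR and ERN1 for the drug effect in CRT34 (0.0842, 0.0613, 0.0501 and 0.0702), and PKP2 and HAS2 for that in CRT35 (0.0512 and 0.0528).

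In CRT35 DMSO replicate 1, the library of lowest depth, 1 read had a value of about 2.273, so genes near that value rested on about 1 read there.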

Other observations

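The tests of explanations and of relations between libraries were chosen after the results were seen, and the list tests were planned.

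In CRT35 DMSO against the parental line, genes of whole chromosomes shifted together, with a median log2 change less that of all genes of -0.465 on chromosome 3, -0.567 on 13, 0.387 on 14 and -0.438 on 20. Against a trend on GC content, the smallest of these was still 0.413 in size after that trend was removed. The largest other median, 0.175, cannot test scaling, as all genes' median was subtracted. In CRT35 Combo less CRT34 Combo, libraries not used to choose the chromosomes, the shifts were -0.475, -0.378, 0.277 and -0.373, the smallest 0.27652 in size, so a change in copy number is a candidate explanation that DNA would test. With an estimated correlation, chromosomes 3 and 14 held in CRT35 DMSO (adjusted p = 0.00299 in both), 13 and 20 did not (0.0874 and 0.0651), only chromosome 3 held in CRT35 Combo against the parental line (the others from 0.0874 to 0.0894), all 4 held in CRT35 Combo less CRT34 Combo (at most 0.0275), and all but 13 (0.134) in CRT35 DMSO less CRT34 DMSO. Chromosome 17 held in gSOX10 #4 (-0.427, adjusted p = 0.00902), also against gSOX10 #2 (-0.465, 0.00136), while 16 in that clone (-0.378 and -0.379; 0.194 and 0.0894) and 13 in gSOX10 #2 (-0.306, -0.238 after the GC trend was removed), gSOX10 #4 (-0.476), CRT34 Combo (-0.272) and CRT34 DMSO (-0.291) passed at the preset correlation only (0.194 to 0.598).

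Fibroblast markers were higher in both CRT lines, which had been tumors in mice, but FAP (3.35 and 2.69), LUM (2.04 and 1.197) and PDGFRA (1.63 and 1.94) were also called higher in gSOX10 #2 and gSOX10 #4. DCN was not called in either clone (-0.0475 and 0.477), and C7 (-3.66) and MFAP5 (-3.07), near background in the parental line, were lower in gSOX10 #4. Without inhibitors, the 4 markers called higher in both were at -3.04 (DCN), -0.65 (LUM), -0.18 (FAP) and 0.27 (PDGFRA) in CRT35 less CRT34. The range of 3.31 (SE 0.676) rests on DCN, which rose by 5.68 in CRT34 Combo and 4.97 in CRT35 Combo. Mixed-in RNA of 1 kind of fibroblast stays open. Under other scalings, the list's lowest median was 2.2041. A cell state difference may also account for these markers and was not tested, and mouse reads were not analysed.

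BIRC3 followed the other NF-kappaB targets within groups. It had r = 0.881 (permutation p = 0.01, adjusted p = 0.03) and rho = 0.757 (adjusted p = 0.043). Without CRT34 Combo replicates 3 and 1, but with group means of all 21 libraries, r was 0.766. With depth, BIRC3 had r = -0.098 (permutation p = 0.67) and rho = 0.047 (p = 0.85).

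COL4A2, which overlaps COL4A1 at their 5′ ends on the opposite strand, had a mean of 13725 in the parental line, 41926 and 62909 in CRT34 Combo and DMSO, and 238 and 255 in CRT35 Combo and DMSO. The neighboring IRS2 had 3487 in the parental line and 126 to 183 in the CRT groups. Mitochondrial genes held 1.06% of values in the parental line and 1.52% to 2.40% in the other groups. The first 3 principal components held 39.2%, 16.8% and 9.79% of the variance.

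The median of a list differed in sign from its mean or from the direction of the camera test in several cases. These were glycolysis, MAPK pathway, receptor kinases, unfolded protein response, oxidative phosphorylation and cholesterol synthesis in gSOX10 #2, and matrix, glycolysis, IAP family, MAPK pathway, oxidative phosphorylation, keratinocyte, fibroblast and endothelial lists in gSOX10 #4. Between the clones they were glycolysis, interferon, oxidative phosphorylation, receptor kinases and endothelial lists. In the CRT lines against the parental line they were glycolysis in CRT35 Combo, MAPK pathway and cholesterol synthesis in CRT34 DMSO, and MAPK pathway, unfolded protein response and housekeeping in CRT35 DMSO. For the drug effect they were melanocytic, neural crest, receptor kinase, endothelial and keratinocyte lists in CRT34, and EMT, TGF-beta, NF-kappaB and endothelial lists in CRT35.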
